A study of Homo sapiens with 8 samples. Its data were reported in "Acquired resistance to combined BET and CDK4/6 inhibition in triple-negative breast cancer" (2020).

How the data were processed

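Single-cell transcriptomes were measured in SUM159, an established human triple-negative breast cancer cell line whose cells carried a lentiviral DNA barcode library. The 8 libraries were cells taken before treatment, cells passaged in DMSO vehicle, and cells passaged in paclitaxel, palbociclib, JQ1 (2 libraries, called JQ1-A and JQ1-B here), JQ1 with paclitaxel and JQ1 with palbociclib. JQ1 blocks BET bromodomain proteins, palbociclib blocks the kinases CDK4 and CDK6, and paclitaxel stabilises microtubules. JQ1-A, DMSO, paclitaxel and JQ1+paclitaxel belonged to 1 experiment, and JQ1-B, palbociclib and JQ1+palbociclib to another, which had no vehicle library. Cells of the replicate cultures of a treatment were pooled before encapsulation, so the cultures within a library were not told apart. A JQ1+palbociclib culture died out during selection, after which 2 were left. Each treatment had 1 library within an experiment.

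The deposited table held UMI counts per gene and cell, which the authors obtained with 10x Genomics Chromium 3' v2 chemistry, alignment to hg19 and counting in CellRanger; the table had 18955 genes, each with a UMI in at least 3 cells, and 5738 cells. A second deposited file gave the library, the UMI count and the number of detected genes of each cell. Its UMI totals exceeded the column sums of the table by at most 38 per cell. The study kept cells with 1 to 15% mitochondrial UMIs and at least 2000 genes. That filter was not applied in the deposited table, and 5575 cells (97.2%) passed it. Mean UMIs per cell lay between 22305 and 24171 in all 8 libraries. Such near-equal means would follow from subsampling of reads to a common depth when libraries were aggregated, a step that is not given in the sources used here. RNA content per cell was therefore not compared.

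UMI counts of all deposited cells were summed per library, because cells of 1 culture are not replicates. Genes with at least 5 CPM (counts scaled by the library total) in at least 2 libraries were tested, 9288 genes in all. edgeR 4.0.16 in R 4.3.3 was used with TMM normalization and its quasi-likelihood test. No test was made between single libraries. The model had exposure to JQ1 (4 libraries against 4), palbociclib (2 against 6) and paclitaxel (2 against 6) as additive terms, which left 4 residual degrees of freedom. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Standard errors were obtained from the fold change and the F statistic and are approximate. Tested on simulated counts for the 9288 genes, with 200 genes changed by a log2 fold change of 2 in either direction, the JQ1 term called 100% of changed genes and 8 unchanged ones. The palbociclib term called 99.5% and 8, and the paclitaxel term 100% and 11. The S-phase and G2/M gene lists of Seurat 5.3.0 were tested with fry in limma 3.58.1 on log2 CPM, two-sided, with p adjusted over the 6 list tests.

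Distances between libraries were the median absolute log2 ratio of CPM + 1 over 4433 genes with a mean of at least 20 CPM, after centring each ratio on its median. Values per cell used cells passing the study's filter, thinned to 10000 UMIs, which left out 88 shallower cells and kept 5487. Phases were called from Seurat's list scores across all libraries. Variation between cells was the squared coefficient of variation beyond counting noise, as the median over 2104 genes with a mean of at least 0.5 UMI. Nearest neighbours (30 per cell, 20 principal components, 2000 variable genes) used 445 cells per library, where chance gives each library 12.5%. Clusters were found in each library at the study's resolution of 0.4, after regression on UMIs, mitochondrial share and the difference of the S and G2/M scores. UMIs of every cell were also divided at random into 2 equal parts, A and B. Clusters found on part A were described by expression in part B, so that genes were not measured on the counts that formed the clusters. Log2 ratios of chromosomes and of chromosome 13 genes used CPM + 1 and were centred on the median gene with a mean of at least 20 CPM. Chromosome medians over at least 30 genes were set against 10000 random gene lists of the same size and expression. Agreement between clusterings of the parts was the adjusted Rand index, which is 1 for identical and about 0 for unrelated clusterings. No doublet caller was run, since all cells are of 1 line. As a check, cells above the 95th percentile of UMIs in their own library were left out.

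The groups, tests, alternatives and rules for named genes were fixed before the data were examined. The rules named, for each drug, called genes whose libraries did not overlap between exposed and unexposed, the 5 largest rises and falls for JQ1 and the 3 largest for palbociclib and paclitaxel. They also named 27 genes that the study's text discusses or that are drug targets, the 4 largest rises and falls in each combination against JQ1 alone among genes with at least 20 CPM in the higher library, and the 3 genes with the largest fold in part B in each JQ1+palbociclib cluster among genes with at least 50 CPM there. Alternatives covered size factors (DESeq2's RLE), the DESeq2 1.42.0 Wald test, count filters, an experiment term, libraries thinned to equal UMIs, equal cell numbers, and leaving out each library in turn. The study's cell filter, a fit of 3 pairs with and without JQ1 matched by experiment and partner drug, a model with terms for the interaction of JQ1 with each partner drug, and the alternatives for the interaction counts and for the ratios between 2 libraries were chosen after seeing the data. In simulated counts with 200 genes changed by 3 on the log2 scale, the interaction terms called 100% (palbociclib) and 99% (paclitaxel) of them, with 23 and 10 unchanged genes called. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0 and pandas 2.3.3 were used for the remaining steps, with matplotlib 3.10.9 for plots.

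Intervals are 95%, exact Poisson for CPM and for ratios, and exact binomial for shares of cells. They cover counting error only. Totals ranged from 10621159 to 24240835 UMIs per library, so that 3 UMIs correspond to 0.282 CPM in the shallowest library and 0.124 CPM in the deepest. Coordinates are from a GRCh37 annotation, the build of hg19, matched by symbol or by a synonym in RefSeq's gene table, of which names alone were taken because it is on GRCh38.p14. In all, 15378 genes (81.1%) were placed, and 93 of the 99 genes named by the rules or called in the interaction model. The table identifies genes by symbol alone. Reads shared by near-identical gene copies cannot be separated in it.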

Results

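The data comprised 8 single-cell RNA libraries of SUM159 cells, 1 for each group: pre-treatment (602 cells), DMSO (459), paclitaxel (752), JQ1-A (697), JQ1+paclitaxel (643), palbociclib (693), JQ1-B (868) and JQ1+palbociclib (1024). JQ1 was given at 100 nM, paclitaxel at 0.6 nM and palbociclib at 160 nM, and the cultures had been passaged up to 18 times under selection. There were no replicates within an experiment, and JQ1 alone had 1 library in each of 2 experiments. DMSO was the shallowest library at 10621159 UMIs, followed by pre-treatment (14101630), JQ1+paclitaxel (14341832), JQ1-A (16181822), palbociclib (16553292), paclitaxel (18176477), JQ1-B (20301289) and JQ1+palbociclib (24240835). Median genes per cell ranged from 3536 in JQ1+paclitaxel to 4147.5 in paclitaxel. The median mitochondrial share of a cell was 3.72% in paclitaxel, 3.81% in DMSO and 3.96% in pre-treatment, and lay between 4.69% in JQ1+paclitaxel and 7.18% in JQ1+palbociclib in the other 5 libraries.

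The first question was how far the selected populations had moved from vehicle-treated cells and from one another. Across 4433 genes, the median absolute log2 ratio was 0.132 between pre-treatment and DMSO and 0.106 between JQ1-A and JQ1-B, which came from separate experiments. These pairs are the only ones with the same exposure. JQ1+paclitaxel lay at 0.118 from JQ1-A, and JQ1+palbociclib lay at 0.167 from JQ1-B and from JQ1-A. JQ1-A lay at 0.31 from DMSO and JQ1+palbociclib at 0.372. Paclitaxel was at 0.232 from DMSO, and its distance to JQ1+palbociclib was the largest of the 28 pairs, 0.483. Palbociclib was nearer to JQ1-A (0.171) and JQ1-B (0.199) than to DMSO (0.266). Thinning libraries to equal UMIs moved no pair by more than 0.011, and restricting the comparison to genes of at least 100 CPM moved none by more than 0.048.

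**Figure D1:**
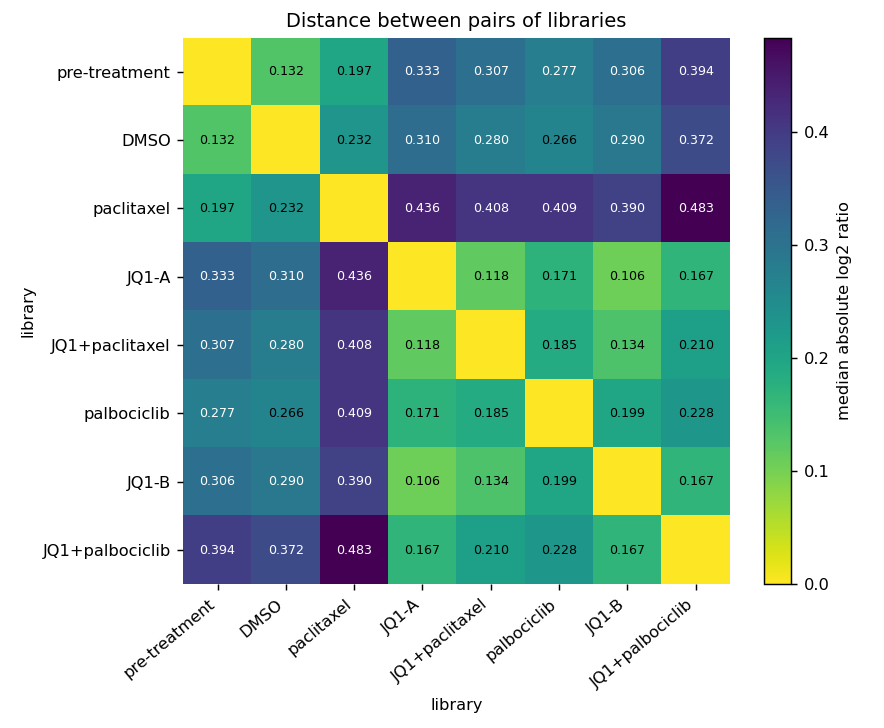
Median absolute log2 ratio of CPM + 1 between each pair of the 8 libraries over 4433 genes, with darker cells for larger values. The smallest value is 0.106 between the JQ1-A and JQ1-B libraries and the largest 0.483 between paclitaxel and JQ1+palbociclib.

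At the level of single cells, most neighbours came from the cell's own library in 3 libraries: 76.9% in paclitaxel, 65.8% in JQ1+palbociclib and 58.6% in palbociclib, against 12.5% by chance. JQ1+paclitaxel was near this limit, with 49.0% at 30 neighbours per cell and 52.3% at 15. Cells of JQ1-A had 35.0% of neighbours in their own library, 28.7% in JQ1-B and 19.9% in JQ1+paclitaxel. Cells of palbociclib had 17.5% of neighbours in DMSO, 9.0% in pre-treatment and 4.6% in JQ1-A, an order unlike that of the distances between summed libraries.

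JQ1 exposure was compared between the 4 libraries with JQ1 and the 4 without it. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 3488 of 9288 genes, 1655 higher and 1833 lower under JQ1. Of these, 536 changed by more than 1 on the log2 scale, and in 1901 the exposed and unexposed libraries did not overlap. Over all tested genes, 27.9% did not overlap, where chance gives 2.9%. Within the JQ1+palbociclib experiment, which has 2 libraries with JQ1 and 1 without, treated with palbociclib, the count dropped to 131, the largest move of any alternative. In 3 pairs matched by experiment and partner drug it was 361. The count also depended on single libraries, with 1760 genes without JQ1-A, 1970 without pre-treatment, 2032 without JQ1-B and 2269 without DMSO.

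The largest rise was that of NR2F1 (chromosome 5, 92918928 to 92930317, GRCh37), a protein-coding gene, at a log2 fold change of 3.37 ± 0.26 (SE, adjusted p = 0.000527). Its mean was 30.2 ± 7.10 CPM (SD, n = 4) with JQ1 and 3.51 ± 2.18 CPM without. IGFBP2 rose by 3.17 ± 0.49 (adjusted p = 0.00296), KIF5C by 2.97 ± 0.27 (0.000651), Z83851.1 by 2.90 ± 0.29 (0.000944) and SLC37A2 by 2.89 ± 0.37 (0.00161), each higher in 4 of 4 exposed libraries than in any unexposed one. KIF5C was not called within the JQ1+palbociclib experiment, where its log2 fold change was 2.66. IL32 (chromosome 16, 3115298 to 3132193) averaged 150.0 ± 41.4 CPM without JQ1 and 2.86 ± 1.46 CPM with it, a log2 fold change of -5.57 ± 0.28 (adjusted p = 8.42e-05). GALNT14 (chromosome 2, 31133333 to 31378068) fell from 5.74 ± 1.55 CPM to 0.0892 ± 0.106 CPM, with 0 UMIs in JQ1-A and JQ1+palbociclib. Its fitted log2 fold change of -5.83 ± 0.54 rests on these few UMIs and on the small prior count that the fit adds, so its size is uncertain. ICAM1 had a log2 fold change of -4.19 ± 0.45 (adjusted p = 0.00104) and RP11-47I22.3 of -3.98 ± 0.38 (0.000778). CASC19, at -3.91 ± 0.60 (0.00288), had 0 UMIs in JQ1+paclitaxel. These 5 genes were lower in 4 of 4 exposed libraries than in any unexposed one.

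**Figure D2:**
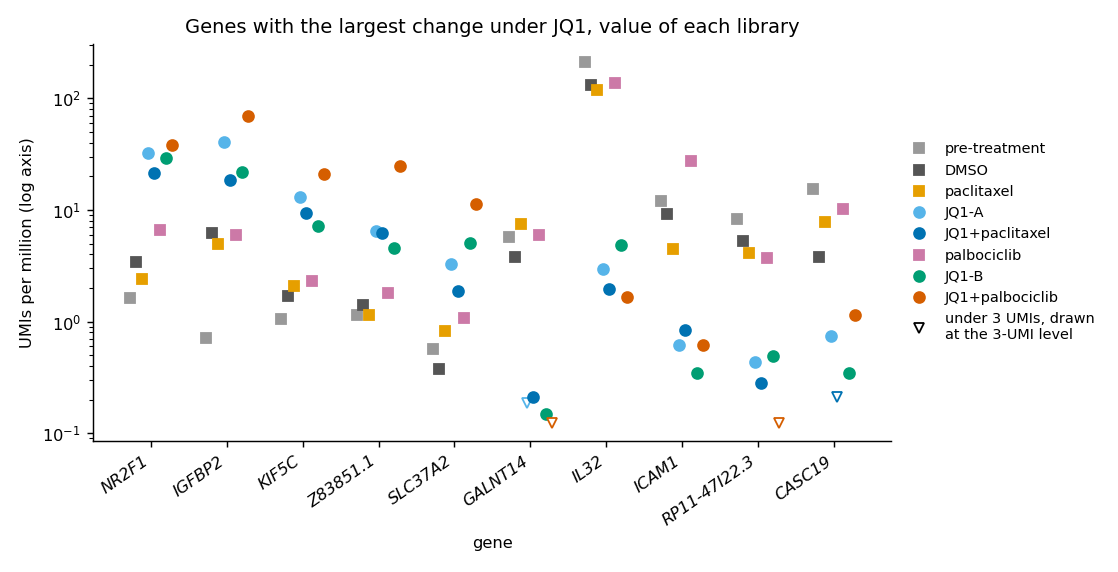
CPM of the 10 genes with the largest change under JQ1 in each of the 8 libraries, on a log axis, with circles for the 4 libraries exposed to JQ1, squares for the 4 unexposed, and open triangles at the 3-UMI level for exposed libraries with fewer UMIs. In every gene the exposed libraries lie on 1 side of the squares, and IL32 ranges from 119 to 211 CPM without JQ1 and from 1.65 to 4.88 CPM with it.

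Of the 27 genes taken from the study's text or as drug targets, 26 passed the filter and 9 were called for JQ1, both over all genes and adjusted over the list alone. CDKN1A rose by 1.07 ± 0.20 (adjusted p = 0.0059), RB1 by 0.73 ± 0.14 (0.00556) and BRD2 by 0.53 ± 0.09 (0.00493), with no overlap between the libraries. FN1 (1.5 ± 0.32), MYC (0.81 ± 0.19), IL18 (0.67 ± 0.20) and BCL2L1 (0.58 ± 0.12) were also called higher, and CDK4 lower at -0.43 ± 0.14, although their libraries overlapped. FN1 was at 260 CPM in palbociclib, above 146 CPM in JQ1-B and 198 CPM in JQ1+paclitaxel. Within the JQ1+palbociclib experiment, FN1, MYC and CDK4 had log2 fold changes of -0.23, -0.008 and 0.014. There JQ1-B and JQ1+palbociclib were set against the palbociclib library alone, so the arms differ in palbociclib as well. In JQ1+palbociclib against palbociclib, matched for palbociclib, the direction was as over all libraries, with 284 against 260 CPM for FN1, 569 against 503 for MYC and 130 against 139 for CDK4. In the 3 matched pairs CDKN1A (0.984), RB1 (0.718), BRD2 (0.451), FN1 (1.435), MYC (0.802), IL18 (0.691), BCL2L1 (0.608) and CDK4 (-0.417) kept their direction and lost their call. IL18 lost its call without pre-treatment (0.65), JQ1-A (0.73) or JQ1-B (0.72), and MYC without pre-treatment (0.72) or JQ1-A (0.72). CDK4 lost it without any of pre-treatment (-0.37), DMSO (-0.49), paclitaxel (-0.31), JQ1-A (-0.385), JQ1+paclitaxel (-0.30) or JQ1-B (-0.48). CCND1, at 0.52 ± 0.22, was not called (adjusted p = 0.0966). It was at 443.1 CPM in JQ1+palbociclib, 296.9 in JQ1-B, 253.4 in JQ1-A and 204.4 in JQ1+paclitaxel. Without JQ1 it was at 180.6 CPM in DMSO and 193.2 in pre-treatment, but at 235.8 in palbociclib and 348.5 in paclitaxel.

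Palbociclib exposure was compared between 2 libraries with the drug and 6 without. The same test called 26 genes, 19 higher and 7 lower, and in 20 of them the libraries did not overlap. Over all tested genes, 14.4% did not overlap, where chance gives 7.1%. At an unadjusted p under 0.05 there were 2056 genes, and DESeq2 called 515. With experiment as a term the count was 0. It was also 0 without pre-treatment, DMSO or JQ1-B, 2 without JQ1-A, 10 without palbociclib, 482 without paclitaxel, 497 without JQ1+paclitaxel and 938 without JQ1+palbociclib, so the size of the response was not fixed by these data. FAM20C (chromosome 7, 192969 to 300711) rose by 2.26 ± 0.24 (adjusted p = 0.029), from 6.62 ± 2.48 CPM (SD, n = 6) to 31.1 ± 1.59 CPM (n = 2). SPOCK1 rose by 2.16 ± 0.29 (0.0371) and F2RL2 by 2.16 ± 0.26 (0.0342). TUBA1B fell by 0.97 ± 0.11 (0.029), CDC20 by 0.90 ± 0.11 (0.0371) and HMGB1 by 0.78 ± 0.12 (0.0436). In each of the 6 genes both exposed libraries lay outside the range of the other 6. All 6 lost their call without pre-treatment, DMSO, JQ1-A or JQ1-B, although over those refits FAM20C kept log2 fold changes from 2.22 to 2.36 and TUBA1B from -0.99 to -0.93. SPOCK1 (2.27), TUBA1B (-0.985), CDC20 (-0.88) and HMGB1 (-0.79) also lost it without palbociclib. None of the 26 study genes was called for palbociclib, and none when adjusted over the list alone. FN1 came nearest at 1.46 ± 0.37 (adjusted p = 0.0959).

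For paclitaxel, with 2 libraries against 6, edgeR's quasi-likelihood test called 0 genes. There were 395 genes at an unadjusted p under 0.05, and DESeq2 called 9. In 4.2% of genes the libraries did not overlap, where 7.1% would be given by chance if all libraries were alike otherwise. This share cannot decide whether paclitaxel had an effect. Only 1 of the 2 paclitaxel libraries had JQ1, so the 27.9% of genes separated by JQ1 cannot be separated by paclitaxel. Leaving out paclitaxel gave 1 called gene and leaving out JQ1+paclitaxel gave 4. None of the 26 study genes was called, and none when adjusted over the list alone.

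The drugs act on the cell cycle, so the S-phase and G2/M gene lists were tested for each exposure. Under JQ1, the median log2 fold change of the S-phase list was -0.39, with 37 of 38 genes lower, and that of the G2/M list -0.23, with 46 of 54 lower. Neither passed fry after adjustment over the 6 tests (adjusted p = 0.128 for both). Under palbociclib the medians were -0.32 (34 of 38 lower, adjusted p = 0.234) and -0.33 (51 of 54 lower, 0.128). Under paclitaxel they were 0.17 (5 of 38 lower, 0.423) and 0.18 (4 of 54 lower, 0.216). Camera with a preset correlation of 0.01 called all 6, and none of those calls held under fry. The S-phase median for palbociclib became 0.077 without palbociclib, and that for paclitaxel -0.028 without paclitaxel. The S-phase list for JQ1 was called without palbociclib (-0.545) and without JQ1+palbociclib (-0.57), and for palbociclib without JQ1+palbociclib (-0.67).

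Phase calls of cells thinned to 10000 UMIs showed shares in G1 of 22.8% in pre-treatment (95% exact binomial interval 19.5 to 26.4) and 24.3% in DMSO (20.4 to 28.5). The share was 62.8% in palbociclib (59 to 66.5), 53.1% in JQ1+palbociclib (49.9 to 56.3), 50% in JQ1-A (46.1 to 53.9), 49% in JQ1+paclitaxel (45 to 53.1) and 42.8% in JQ1-B (39.4 to 46.2). The G1 share of paclitaxel, 3.8% (2.6 to 5.5), depended on scoring across libraries and was 23.1% when each library was scored by itself. Scored in that way, the shares lay closer together, at 51.1% in palbociclib, 47.2% in JQ1+paclitaxel, 44.5% in JQ1-A, 43.7% in JQ1+palbociclib, 41.5% in JQ1-B, 33.9% in DMSO and 31.2% in pre-treatment. With all UMIs the share was 2.2% in paclitaxel and 60.3% in palbociclib. The intervals of JQ1-A and JQ1-B, which had the same drug, met at their ends. Between 12.8% of cells (paclitaxel) and 36.4% (JQ1+palbociclib) had scores near a boundary between phases. The calls read list scores, including any free RNA in the droplets, and do not by themselves show how many cells were cycling.

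**Figure D3:**
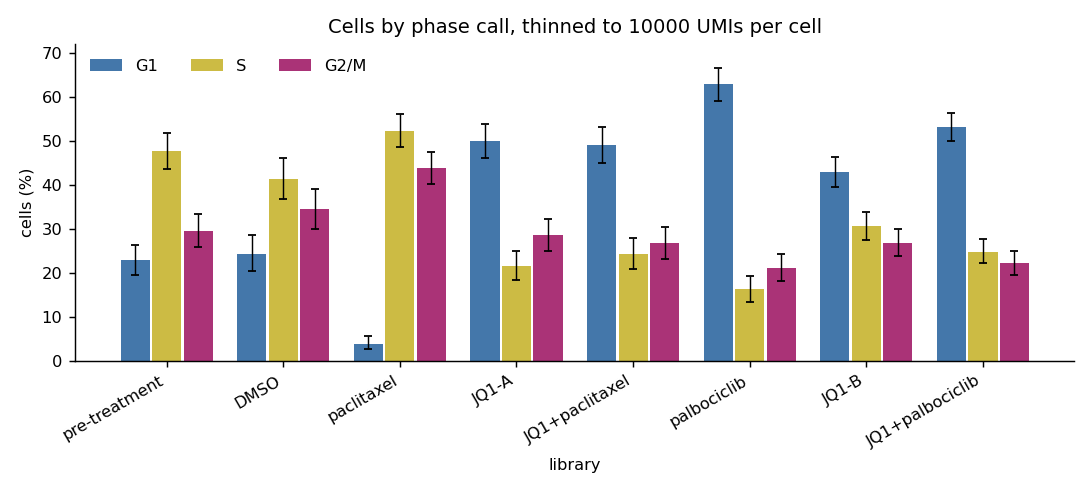
Percent of cells called G1, S and G2/M in each library, with exact binomial 95% intervals that cover counting error only. Palbociclib has the highest G1 bar at 62.8% and paclitaxel the lowest at 3.8%.

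The combinations were set beside JQ1 alone from the same experiment, 1 library against 1, so these ratios have no replicate check and compare libraries. In JQ1+palbociclib, SPOCK1 was at 34.2 CPM against 4.24 CPM in JQ1-B, 8.08-fold higher (6.47 to 10.2), although JQ1-A had 9.64 CPM. Z83851.1 was 5.51-fold higher (4.42 to 6.94), CADM3 5.13-fold (4.13 to 6.42) and SESN3 4.90-fold (4.08 to 5.93). Part of the CADM3 ratio lay within the variation of JQ1 libraries, as JQ1-A had 14.1 CPM and JQ1-B 4.78. SPANXC was at 1.16 CPM against 21.8 CPM, a ratio of 0.0531 (0.0348 to 0.0778). Drawing equal numbers of cells moved this ratio to 0.0862. SPANXC belongs to a family of near-identical X-linked genes, and its counts are uncertain for that reason. CDA had a ratio of 0.204 (0.173 to 0.239), PLAC8 of 0.341 (0.287 to 0.404) and CNN3 of 0.399 (0.354 to 0.448).

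In JQ1+paclitaxel, FABP4 (chromosome 8, 82390654 to 82395471) was at 231 CPM against 9.27 CPM in JQ1-A, 24.9-fold higher (21.2 to 29.6), and no other library was above 27.7 CPM. SAA1 was 20.6-fold higher (15.3 to 28.2), at 59.8 CPM, but was 65.5 CPM in pre-treatment and 257 CPM in palbociclib. GTSF1 was 9.30-fold higher (6.71 to 13.2) and APOE 4.05-fold (3.35 to 4.92). Part of the GTSF1 ratio lay within the variation of JQ1 libraries, as JQ1-A had 2.534 CPM and JQ1-B 7.487. AKR1C2 had a ratio of 0.294 (0.252 to 0.342), AC006262.5 of 0.326 (0.278 to 0.382), CTAG2 of 0.358 (0.290 to 0.439) and GS1-600G8.5 of 0.428 (0.397 to 0.461). Parts of the CTAG2 and GS1-600G8.5 ratios also lay within the variation of JQ1 libraries. JQ1-A had 24.16 and 156.7 CPM of these genes, and JQ1-B had 15.86 and 105.9 CPM.

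The last question was whether populations differed in heterogeneity. The median squared coefficient of variation beyond counting noise was 0.0975 in paclitaxel, 0.102 in DMSO and 0.124 in pre-treatment. It was 0.147 in palbociclib, 0.158 in JQ1-B, 0.159 in JQ1+paclitaxel, 0.163 in JQ1+palbociclib and 0.171 in JQ1-A, but over genes with a mean of at least 1 UMI JQ1+palbociclib (0.1571) lay above JQ1-A (0.1557), so the order of these libraries was not settled. At resolution 0.4, JQ1+palbociclib gave 5 clusters, pre-treatment 4, paclitaxel, JQ1-A and JQ1+paclitaxel 3 each, and DMSO, palbociclib and JQ1-B 2 each. Cells drawn from each library's mean profile gave 1 cluster in every case. With 445 cells and 10000 UMIs per cell in every library, JQ1+palbociclib gave 3 clusters, as did pre-treatment and JQ1-A, and the other 5 libraries gave 2. The adjusted Rand index between the 2 parts of the UMIs was 0.605 for JQ1+palbociclib, 0.974 for paclitaxel and between 0.499 and 0.733 for the rest. The order of the libraries depended on the resolution. With all cells at 0.2, JQ1+palbociclib had the most clusters (4), followed by pre-treatment (3). At 0.8, JQ1-A had the most (6), and JQ1+palbociclib, paclitaxel, palbociclib and JQ1-B had 5 each.

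Within JQ1+palbociclib, clusters found on part A held 314, 233, 194, 131 and 119 cells and were numbered by size, which is not the study's numbering. In part B, cluster 1 was led by MRPL13 (2.57-fold over the rest of the library), SPANXD (2.40) and TIMP1 (2.38), and cluster 2 by GS1-600G8.5 (2.65), HBE1 (2.55) and ASS1 (2.38). Cluster 3 was led by NPTX2 (2.61), SLC7A11 (2.36) and YKT6 (2.31). Cluster 4 was led by COL1A1 (6.79), HTRA3 (6.62) and TIMP3 (6.29), and cluster 5 by PKIB (7.23), MMP1 (5.57) and RP11-669N7.2 (4.48). Median UMIs per cell lay between 21118 and 24268 in the 5 clusters.

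Cluster 4 also had the highest level of FN1, 593 CPM (556 to 632) against 225 CPM in the rest, and of H2AFJ, 255 CPM (231 to 281) against 54.9. COL1A1 was at 98.1 CPM (83.3 to 115) and TIMP3 at 193 CPM (172 to 216). In contrast, IL6 was lowest in this cluster at 15.6 CPM (10.1 to 23.1), against 72.1 CPM in cluster 2, and IL18 was at 104 CPM against 98.6 in the rest. CCND1 was highest in cluster 5 (626 CPM, 584 to 669) and lowest in cluster 4 (319 CPM, 292 to 348). CDK4 was also highest in cluster 5 (183 CPM, 161 to 207), whereas CCND3 was highest in cluster 3 (167 CPM, 151 to 184). RB1 was at 3.12 CPM (1.01 to 7.29) in cluster 4, from 5 UMIs, and at 15.01 CPM in the rest of the library.

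**Figure D4:**
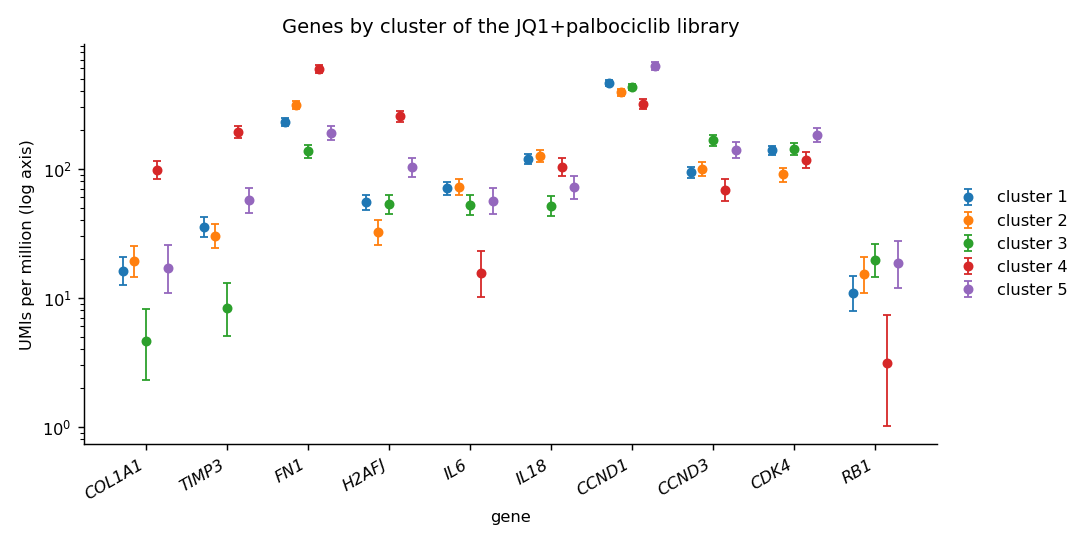
CPM in part B of 10 genes in the 5 JQ1+palbociclib clusters found on part A, on a log axis, with exact Poisson 95% intervals that cover counting error only. Cluster 4 is highest for COL1A1, TIMP3, FN1 and H2AFJ and lowest for IL6, CCND1, CCND3 and RB1.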

Values the study reported

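The study reported that cells selected in JQ1+palbociclib fell into 4 distinct clusters.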

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

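All tests of the interaction terms were chosen after seeing the data, as was each test of an explanation here except that of reads shared between paralogs. The interaction model asks whether the effect of a partner drug differed with and without JQ1. It has 2 residual degrees of freedom, from pre-treatment beside DMSO and JQ1-A beside JQ1-B, and the 4 libraries that stand alone in it are assumed to vary like those pairs.

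The JQ1 by paclitaxel term called 36 genes, 33 with a higher and 3 with a lower value under both drugs than the single effects add up to (1577 genes at an unadjusted p under 0.05). IL8 had the smallest p, with an interaction of 3.81 ± 0.34 on the log2 scale (SE, edgeR's quasi-likelihood test, adjusted p = 0.00597). It was at 80.1 CPM in paclitaxel, against 861.8 in pre-treatment and 867.2 in DMSO, and at 207.3 CPM in JQ1-A and 213.9 in JQ1+paclitaxel. Of the 26 study genes, IL6 (2.55), H2AFJ (1.21) and CCND1 (-1.28) were called, and 9 genes when adjusted over the list alone. For 21 of the 36 genes paclitaxel was the lowest of the 8 libraries. The median log2 ratio of the 36 was -1.23 for paclitaxel over the mean of pre-treatment and DMSO, and 0.31 for JQ1+paclitaxel over the mean of the JQ1 libraries.

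Sequencing depth is argued against as the source, because 32 of the 36 genes were called with libraries thinned to equal UMIs. Phase makeup was tested on cells called G1 on 1 scale for all libraries, of which paclitaxel had 28. Only 6 of the 36 genes were called there, but random sets of as many cells gave 1 to 14. The median interaction of the 36, each signed as in all cells, was 1.991 on these cells and 1.83 to 2.363 over 20 random sets, which argues against phase makeup as the whole source. For most of the genes, what stays open is a state of the single paclitaxel library, such as its density or handling at harvest. The 36 genes include EGR1, JUNB, ATF3 and NR4A1. Such a state and a paclitaxel effect that is lost under JQ1 both give low values in paclitaxel alone, as seen in 21 genes, and they cannot be told apart with 1 paclitaxel library. Such a state gives no account of FABP4, which was at 1.871 CPM in paclitaxel, 2.165 in DMSO and 231.2 in JQ1+paclitaxel. JQ1+paclitaxel was the highest library in 5 of the 36 genes and palbociclib in 17, which was not tested further.

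The JQ1 by palbociclib term called 1 gene, SPANXC, at -3.34 ± 0.28 (adjusted p = 0.00366), with 1580 genes at an unadjusted p under 0.05. None of the 26 study genes was called, and 6 were when adjusted over the list alone. SPANXC was at 46.27 CPM in palbociclib, 21.77 in JQ1-B and 1.155 in JQ1+palbociclib. With libraries thinned to equal UMIs the count was again 1 and the gene was SPANXC, which argues against sequencing depth. Reads shared between paralogs stay open: SPANXD, the other abundant member of the family, had a log2 ratio of -0.60 for JQ1+palbociclib over JQ1-B against -4.24 for SPANXC. The remaining members had at most 28 UMIs in JQ1+palbociclib, too few to have taken up the reads of SPANXC, which had 442 UMIs in JQ1-B. A shift of reads into SPANXD hidden by a larger fall of that gene, or out of the table, cannot be told apart from a loss of SPANXC itself here.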

How the results depend on the processing

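The study's cell filter, the 3 matched pairs and the interaction terms were alternatives chosen after the results were seen, as were the tests of the interaction counts and of the ratios between 2 libraries. By replicate number, no paired analysis was possible because the groups share fewer than 2 numbers in the labels. Libraries with and without JQ1 were instead matched by experiment and partner drug (DMSO with JQ1-A, paclitaxel with JQ1+paclitaxel, palbociclib with JQ1+palbociclib). With the pair as a block, 361 genes were called for JQ1, of which 359 were among the 3488, on 2 residual degrees of freedom.

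The count of 3488 genes for JQ1 stayed within 1.5 times under RLE size factors (3484), DESeq2 (3452), no count filter (4210), thinning to equal UMIs (3309), equal cell numbers (3153), leaving out the cells with most UMIs (3422), the study's cell filter (3461) and interaction terms (3750). It was 2062 with the 20 CPM filter, which tests fewer genes, 2205 without covariates, 1772 within the JQ1+paclitaxel experiment, 463 with experiment as a term (460 shared) and 131 within the JQ1+palbociclib experiment (84 shared). The experiment alternatives leave fewer libraries or residual degrees of freedom. For the fit without covariates the cause was not tested. Leaving out each library in turn gave 1760 (without JQ1-A) to 4190 genes (without palbociclib), with 1970 without pre-treatment, 2032 without JQ1-B and 2269 without DMSO.

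The palbociclib count of 26 became 515 with DESeq2, 205 with no count filter and 1817 with interaction terms, and each of these sets held all 26. With interaction terms a drug's count is for its effect without the other drugs, which for palbociclib and paclitaxel rests on 1 library, so it is not the same quantity. It became 16 with the 20 CPM filter, 14 with equal cell numbers and 0 with experiment as a term. Without single libraries it ranged from 0 to 938: 0 without pre-treatment, DMSO or JQ1-B, 2 without JQ1-A, 10 without palbociclib, 482 without paclitaxel, 497 without JQ1+paclitaxel and 938 without JQ1+palbociclib. Removing 1 of the 2 exposed libraries leaves an arm of 1, which is assumed to vary like the others. The paclitaxel count of 0 (395 genes at an unadjusted p under 0.05 in edgeR) became 9 with DESeq2, 2 with no count filter, 1 with equal cell numbers and 443 with interaction terms, and ranged from 0 to 4 without single libraries (1 without paclitaxel, 4 without JQ1+paclitaxel). For these shifts the cause was not tested.

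The JQ1 by palbociclib interaction count of 1 became 0 with equal cell numbers (edgeR, 1583 genes at an unadjusted p under 0.05), 265 with cells called G1 within their library and 75 with cells called G1 across libraries. The JQ1 by paclitaxel count of 36 became 106 and 15 with these cells, and lay between 26 and 53 under the other 5 alternatives. The cause was not tested.

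For the cycle lists, camera gave the same medians and passed the threshold for each list, which fry did not: -0.39 (S-phase) and -0.23 (G2/M) for JQ1, -0.32 and -0.33 for palbociclib, and 0.17 and 0.18 for paclitaxel. RLE, the 20 CPM filter and the experiment term changed no sign and gave no call. Without single libraries the S-phase median for JQ1 ranged from -0.574 to -0.269 and was called without JQ1+palbociclib (-0.574) and without palbociclib (-0.545). The G2/M median for JQ1 ranged from -0.326 to -0.176. For palbociclib the S-phase median ranged from -0.67 (without JQ1+palbociclib, called) to 0.077 (without palbociclib, reversed), and the G2/M median from -0.448 to -0.206. For paclitaxel the S-phase median ranged from -0.028 (without paclitaxel, reversed) to 0.411, and the G2/M median from 0.061 to 0.348. The cause was not tested.

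Of 470 values of named genes under the alternatives, 382 kept their call and direction, 85 lost the call and 3 reversed. The reversals were FN1 (-0.232), MYC (-0.008) and CDK4 (0.014) within the JQ1+palbociclib experiment, where JQ1-B and JQ1+palbociclib are set against the palbociclib library alone, so the arms differ in palbociclib as well. In the 3 matched pairs, 8 of 17 named genes kept their call and 9 lost it. Of the 64 ratios between 2 libraries, 59 lay inside their counting interval, and the largest factor among the 5 outside was 1.62. Of 48 cluster counts, 40 were within 1.5 times and 8 moved. Shares of neighbours, variation between cells and the Rand index moved beyond counting error in most alternatives, so their sizes belong to the settings used. Depth limits the lowest values, since 3 UMIs correspond to 0.124 to 0.282 CPM.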

Other observations

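Tests chosen only after the result was seen were the count of other splits, the tests of depth, experiment and mixture for palbociclib, and the tests of RB1 except that of genes around it. The rest were set before their values were seen.

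Of the 35 splits of the 8 libraries into 4 and 4, 34 could be fitted, and 1, the split by JQ1, gave 3488 genes. This argues against chance as the source of the JQ1 count, as far as 34 splits can. Each other split has libraries with and without JQ1 in both arms, so any JQ1 effect would add to its residual variation.

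The palbociclib library lay 1.55 times as far from DMSO as from JQ1-A (1.34 to 1.58 over 20 random subsets of the cells). The tables argue against several technical sources. The ratio was 1.48 with libraries thinned to equal UMIs. Palbociclib was no nearer to JQ1-B, which shares its experiment, than to JQ1-A, with a ratio of distances of 1.16 (1.09 to 1.2). Carry-over of JQ1-treated cells or RNA was tested on 37 genes at least 4-fold lower in JQ1-B than in pre-treatment: 28 lay above an equal mixture of DMSO and JQ1-A, and IL32 was at 138.2 CPM in palbociclib, 132.2 in DMSO and 2.97 in JQ1-A. The ratio was 1.42 among cells called G1 within their library (1.26 with calls across libraries), 1.51 without mitochondrial, ribosomal protein and cycle genes, and 1.48 with a trend in GC content and length taken out. With calls across libraries palbociclib was still nearer to JQ1-A than to DMSO, but 1.26 lies below the 1.34 to 1.58 of random subsets. Phase makeup may therefore account for part of the pattern. Across genes, with controls not shared, the correlation of palbociclib effects was 0.59 and 0.67 with those of JQ1-A and 0.50 and 0.52 with those of JQ1-B, while paclitaxel and JQ1-A effects had -0.36 and -0.14. Genes are not independent replicates. A response shared by part of the genes may underlie this, as a hypothesis found and tested on the same data. Time in culture under selection, which both libraries share, was not tested.

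In JQ1+paclitaxel, FABP4 UMIs were seen in 25.7% of cells (22.3 to 29.4), where an even spread of free RNA over droplets would give 89.2%, and in 0.2% to 13.6% of cells in the other 7 libraries. The 5% of cells with most held 69.5% of its UMIs, up to 120 in a cell, so a small set of cells may carry most of the difference from JQ1-A. SAA1 was seen in 11.6% of cells (9.1 to 14.4), against 43.2% under an even spread, which argues against evenly spread free RNA for it too. No biological explanation was tested for either gene.

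In the part of the UMIs not used for clustering, 39 of 115 chromosome medians of the JQ1+palbociclib clusters against the rest lay outside random gene lists. Random groups of cells gave 6 of 115 and cells of 1 phase gave 2 of 69. At the 0.1% set for chance, 0.115 and 0.069 were expected, so the random lists are far too narrow. The 39 are therefore to be read against these controls and not against chance. Libraries with the same exposure also differed, with 4 of 23 for JQ1-A against JQ1-B and 3 of 23 for pre-treatment against DMSO, and JQ1+paclitaxel against JQ1-A gave 8 of 23. The 39 may reflect clusters that differ in the dosage of whole chromosomes or large parts of them. These are RNA values and no DNA was analysed here. The study's own karyotypes of cells selected in JQ1+palbociclib were near-tetraploid, with additional gains and losses of some chromosomes. Those karyotypes were not assigned to the clusters found here. The library pools replicate cultures, of which 2 were left after selection, and whether clusters are separate cultures was not tested.

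RB1 in cluster 4 was at 3.12 CPM, and the upper bound of its interval, 7.29 CPM, lies below 15.01 CPM in the rest of the library, which argues against low counts alone. Whether JQ1-A held cells of the same kind stays open. The largest correlation with cluster 4 among its clusters was 0.27, against 0.34 for a JQ1+paclitaxel cluster and 0.32 for a JQ1-B cluster, with no value expected for cells of the same kind. A JQ1-A cluster of 33 cells had TIMP3 at 200.4 CPM against 55.2 in its rest and RB1 at 8.72 against 14.66, from 3 UMIs, but its correlation was 0.16, and COL1A1 (69.7 against 54.4) and HTRA3 (26.1 against 17.4) differed less. Loss of a segment around RB1 cannot be told apart from regulation of the gene: 13 genes within 2 Mb had a median of -0.19, with 8 lower and 5 higher (-0.44 without centring on the median gene). An RB1 mutation in part of these cells, which the study describes, could also lower RB1 RNA and was not tested. The rest of the library is no neutral baseline, since JQ1+palbociclib as a whole had a chromosome 13 median of -0.235 against JQ1-B.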
